# Phenotypic characterization of SETD3 knockout Drosophila

**DOI:** 10.1371/journal.pone.0201609

**Published:** 2018-08-01

**Authors:** Marcel Tiebe, Marilena Lutz, Dan Levy, Aurelio A. Teleman

## Abstract

Lysine methylation is a reversible post-translational modification that affects protein function. Lysine methylation is involved in regulating the function of both histone and non-histone proteins, thereby influencing both cellular transcription and the activation of signaling pathways. To date, only a few lysine methyltransferases have been studied in depth. Here, we study the *Drosophila* homolog of the human lysine methyltransferase SETD3, CG32732/dSETD3. Since mammalian SETD3 is involved in cell proliferation, we tested the effect of dSETD3 on proliferation and growth of *Drosophila* S2 cells and whole flies. Knockdown of dSETD3 did not alter mTORC1 activity nor proliferation rate of S2 cells. Complete knock-out of dSETD3 in *Drosophila* flies did not affect their weight, growth rate or fertility. dSETD3 KO flies showed normal responses to starvation and hypoxia. In sum, we could not identify any clear phenotypes for SETD3 knockout animals, indicating that additional work will be required to elucidate the molecular and physiological function of this highly conserved enzyme.

## Introduction

Lysine methylation is a reversible protein modification that can be considered to have a signaling function, similar to protein phosphorylation [1–3]. Lysine residues can accept up to three methyl groups, thereby forming mono-, di-, and tri-methylated derivatives (me1, me2 and me3). Each state of methylation creates a unique signature that can act to recruit specific trans-acting factors, thus triggering downstream signaling events. Traditionally, protein lysine methylation has been studied in the context of histone biology. Lysine methylation of histones plays a key role in regulating DNA compaction and transcription, and alterations in histone lysine methylation are involved in several pathologies including cancer [4–8]. Lysine methylation, however, also plays a role outside the context of histones (“non-histone methylation”). Indeed, several non-histone proteins have been shown to be methylated by lysine methyltransferases [9–15]. Lysine methyltransferases can be divided into two groups, the SET domain containing proteins and the 7β-strand enzymes. The majority of lysine methylations are catalyzed by SET-domain proteins [9, 16, 17]. The SET domain name was derived from three *Drosophila* genes (Su(var)3-9, enhancer of zeste, trithorax) which all have lysine methyltransferase activity and share this domain [18–22]. 55 human proteins contain a SET domain, however many of them are not studied in depth via animal loss-of-function experiments [23]. One such lysine methyltransferase is SETD3.

SETD3 is a methyltransferase that can methylate histones, specifically at H3K36 and H3K4. Indeed some functions of SETD3 appear to be related to transcriptional regulation: SETD3 was first described in zebrafish where overexpression of SETD3 leads to decreased cell viability and induction of apoptosis [24]. Subsequently in mouse C2C12 myoblasts SETD3 was found to play a role in muscle development [25]. SETD3 levels increase during muscle differentiation in C2C12 cells *in vitro*, and SETD3 is required for their differentiation [25]. Indeed, overexpression of SETD3 is sufficient to induce muscle differentiation [25]. SETD3 was shown, generally, to induce transcription and to physically interact with the myogenic transcription factor MyoD to induce transcription of myogenin [24, 25]. SETD3 is also regulated by the cell cycle. Protein levels of SETD3 are highest in S-phase and lowest in M-phase in HeLa cells [26]. SETD3 knockdown causes reduced proliferation and reduced soft-agar colony formation of HepG2 cells, and conversely, overexpression of SETD3 increases their proliferation rate and soft-agar colony formation [26]. In addition to its histone-related functions, SETD3 has been shown to methylate non-histone targets, such as FoxM1 [27]. In this context SETD3 was shown to suppress the expression of VEGF upon hypoxia in HeLa cells and SETD3 protein levels were also suppressed by hypoxia [27].

Interestingly, SETD3 has been linked to cancer in various ways. SETD3 is thought to be involved in the carcinogenesis of B-cell lymphomas [28]. A truncated and catalytically inactive form of SETD3 was found to be expressed in one case of CXP lymphoma, a Xrcc4 and p53 deficient mouse B-lineage lymphoma model. When overexpressed, this truncated version of SETD3 is able to induce colony growth of NIH3T3 cells in soft agar assays [28, 29]. A further indication that SETD3 might play a role in cancer is the finding that SETD3 is overexpressed at the mRNA and protein level in Renal cell tumors (RCTs) [30]. Intriguingly, despite the overexpression of SETD3 in RCTs, SETD3 expression levels correlate positively with survival, suggesting SETD3’s role in carcinogenesis might be complex [30]. Similar to RCTs, SETD3 protein levels were also found to be elevated in hepatocellular carcinoma (HCC) and even positively correlate with increasing stages of liver cancers [26].

Despite this work, however, no SETD3 loss-of-function animals have been described.

Thus, it is currently not known whether SETD3 is required for cell survival or organ growth *in vivo*. Similarly, even though SETD3 is involved in the response to hypoxia in various cancer cell lines, it is not known whether SETD3 is required for an appropriate hypoxia response in normal cells or the whole organism. Given that SETD3 can methylate histone and non-histone targets, it is also not known what impact a lack of SETD3 has on global mRNA levels, and whether the main function of SETD3 is related to histone methylation or non-histone methylation. In sum, to understand the physiological role of SETD3, it is important to study SETD3 knockout animals.

Since *Drosophila* is an excellent model for uncovering gene function, due to the high level of functional conservation to humans and to the powerful genetic toolbox that is available in the fly [31], we decided to study *Drosophila* lacking SETD3.

## Results

### Bioinformatic identification of Drosophila SETD3

To identify the *Drosophila* homolog of human SETD3 we blasted the protein sequence of human SETD3 (NP_115609) against the *Drosophila* proteome and the uncharacterized SET-domain protein CG32732 was the highest hit with a sequence similarity of 41.4% (S1 Fig) [32, 33]. Conversely, blasting the protein sequence of CG32732 against the human RefSeq protein database resulted in hSETD3 being the highest scoring hit [34]. Thus, we conclude there is a clear orthology between human SETD3 and *Drosophila* CG32732, and we refer to CG32732 as the *Drosophila* homolog of SETD3, dSETD3. To look further at the evolutionary relationship between CG32732 and human SET-domain containing proteins, we aligned several human SET-domain members [35] together with CG32732 using Clustal Omega [36] and then submitted the alignment to phylogenetic tree analysis [37]. As expected CG32732 clusters most tightly with human SETD3 (S1B Fig).

### SETD3 knockdown with two different RNAi lines in the wing causes undergrowth

Since SETD3 is overexpressed in Renal cell tumors [30] and SETD3 protein levels correlate positively with the proliferation rate of liver cancer cells [26], we first asked whether SETD3 regulates cell growth or proliferation *in vivo* in the animal. To this end, we tested the effect of dSETD3 knockdown in the *Drosophila* wing. The fly wing has been used extensively to identify genes regulating tissue growth, because wing size can be quantified very sensitively due to the wing’s large size and flat morphology. We used two different inducible RNAi lines to knockdown dSETD3 expression in the posterior compartment of the wing during development, using either hedgehog-Gal4 (hhGAL4) or engrailed-Gal4 (enGAL4) (see S2 Fig for expression domain). We then quantified the area of the posterior compartment of the wing, relative to the anterior compartment which serves as a normalization control. Knockdown of dSETD3 using RNAi line 1 caused a significant reduction in tissue size (Fig 1A). The reduction in tissue size was stronger with hhGAL4 than with enGAL4 (Fig 1A), in line with the fact hhGAL4 is a stronger GAL4 driver and therefore drives expression of the inducible RNAi more strongly than enGAL4. Expression of RNAi line 2 in the posterior compartment also caused a significant reduction in tissue size (Fig 1A). Since the two RNAi lines are independent and non-overlapping, this is usually taken as an indication that an off-target effect is unlikely.

**Fig 1:**
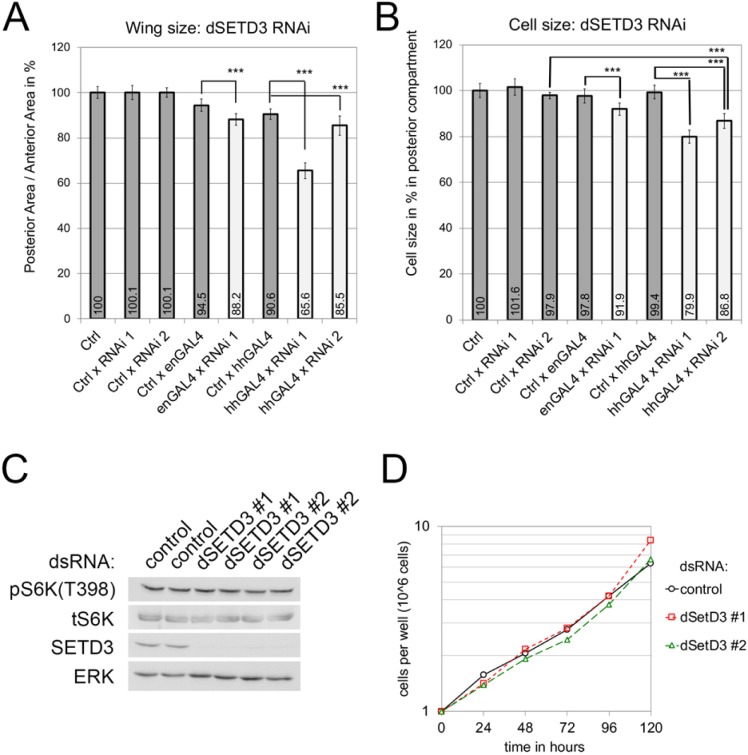
Knockdown of dSETD3 in the wing disc reduces growth. **(A-B)** Knockdown of dSETD3 in the posterior compartment of the wing decreases tissue size. (A) Size of the posterior compartment normalized to size of the control anterior compartment. (B) Cell size in the posterior compartment was determined by counting the number of cells via their trichomes in a defined area, and then calculating the inverse–ie area per cell. Animals were raised at 25°C, 10 wings per genotype were used for quantifications. Error bars: standard deviation (SD); *** *t* test < 0.001 **(C)** Knockdown of dSETD3 in Drosophila S2 cells does not change mTORC1 activity. dSETD3 was knocked-down by treating S2 cells with 2 independent dsRNAs for 5 days, and mTORC1 activity was assayed via immunoblotting for phosphorylation of the direct target S6K. The two lanes per sample represent biological duplicates. **(D)** S2 cells treated with 3 different dsRNAs against dSETD3 do not show a change in cell proliferation rates. S2 cells were treated with dsRNAs for 5 days and plated freshly at the same cell density. Cell number was then counted every 24 hours for 5 days.

Smaller tissue size can result from a smaller number of cells, or from reduced cell size, or from a combination of both. Thus, we also measured the effect of dSETD3 knockdown on cell size by quantifying cell density by counting trichomes in a defined region of the posterior adult wing. SETD3 knockdown caused a significant reduction in cell size with both RNAi lines (Fig 1B). The reduction in cell size was similar in magnitude to the reduction in overall tissue size (Fig 1A), with the exception of hhGAL4 x RNAi 1 where the reduction in tissue size was greater than the cell size reduction. In sum, these data suggest that dSETD3 knockdown in the wing causes reduced tissue size, mainly due to an effect on cell size with some contribution from reduced cell proliferation. As described below, however, we surprisingly did not find a size effect in dSETD3 knockout animals, raising the question how these RNAi data should be interpreted (see Discussion below).

### SETD3 Knockdown in Drosophila S2 cells

*Drosophila* S2 cells are another system often used to study both cell size and activity of mTORC1, the main kinase responsible for regulating cell size [38]. We knocked-down expression of dSETD3 in S2 cells using two independent dsRNAs, which knockdown SETD3 expression quite efficiently (Fig 1C). Knockdown of dSETD3 did not cause a decrease in mTORC1 activity, assayed using phosphorylation of a direct, canonical mTORC1 target, S6K (Fig 1C). Knockdown of dSETD3 also did not affect cell proliferation rates (Fig 1D). In sum, dSETD3 does not appear to regulate mTORC1 activity or cell proliferation in S2 cells.

### Subcellular localization of dSETD3

Since dSETD3 has been described to have both histone and non-histone targets, we checked the localization of overexpressed HA-tagged dSETD3 in S2 cells. Interestingly, the majority of SETD3 protein localized to the cytoplasm, with some SETD3 protein also visible in the nucleus (Fig 2A). We observed this localization with either N-terminally or C-terminally tagged dSETD3 (Fig 2A), for both HA and myc-tagged protein (Fig 2A).

**Fig 2:**
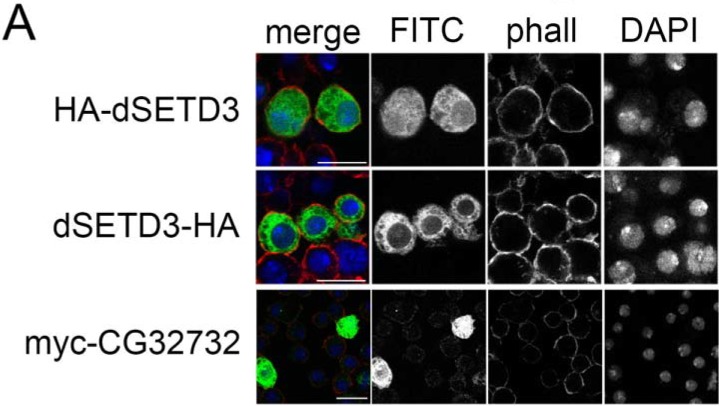
dSETD3 is localized in the nucleus and the cytoplasm. **(A)** Epitope tagged dSETD3 is present in the cytoplasm and the nucleus. S2 cells were transfected with constructs to express either N-terminally or C-terminally HA-tagged dSETD3, and then immunostained for HA-tag or myc-tag (green “FITC”), DAPI (blue) and phalloidin (red “phall”) to stain the actin skeleton. Scale bar: 10μm.

### Generation of dSETD3 knockout flies

To better study the *in vivo* function of dSETD3, we generated dSETD3 knockout (KO) flies (Fig 3A). Of note, there is another gene, CG14431, that is encoded on the opposite strand of dSETD3 and partially overlaps with dSETD3. Using CRISPR-Cas9 we induced two double-stranded breaks in the genome, one directly downstream of the transcription start site of dSETD3 and the second at the end of the first exon of dSETD3 (CG32732) (Fig 3A). This removes the translation start site of dSETD3 as well as circa half of the coding sequence, leading to a predicted null allele, without removing any coding region of CG14431. Using homologous recombination, we replaced this region with a dsRED expression cassette. We screened flies for dsRed expression and confirmed the dSETD3 knock-out by immunoblotting for dSETD3 (Fig 3B) and by Q-RT-PCR using a downstream primer pair (location shown in Fig 3A) on RNA isolated from homozygous KO flies (Fig 3C). CG14431 expression is not reduced in dSETD3 knock-out animals (S3A Fig).

**Fig 3:**
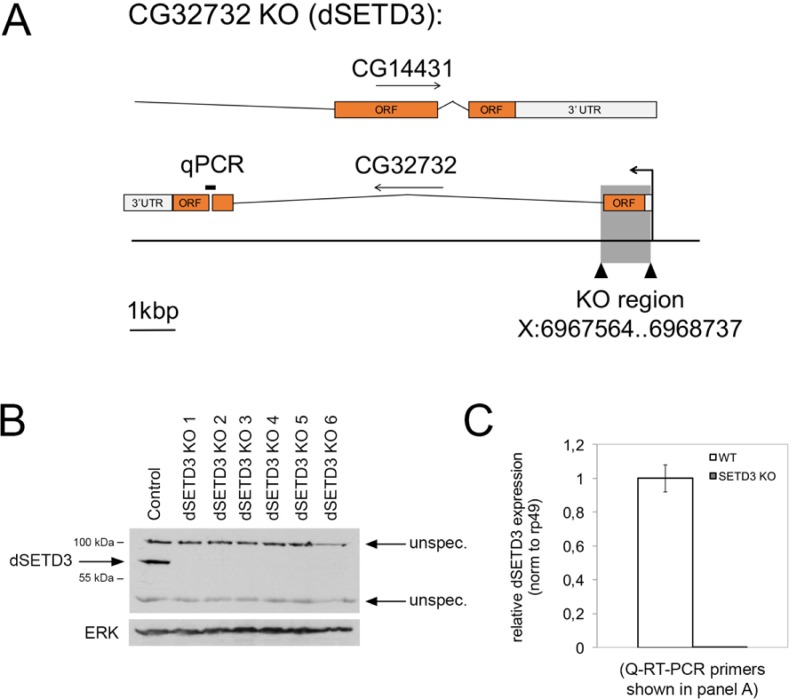
Generation of dSETD3 KO flies. **(A)** Schematic of the dSETD3 genomic locus and the knockout region. Orange indicates coding exons. To avoid interfering with the splicing of CG14431 only the first exon of CG32732 (dSETD3) was removed and replaced with a dsRED expression cassette using CRISPR-induced homologous recombination. The location of the amplicon used for Q-RT-PCR in panel C is shown and labeled with ‘qPCR’. **(B)** Complete loss of dSETD3 protein in different dSETD3 KO lines. Knock-out stock 2 was used in this study. Homozygous flies were lysed and analyzed by immunoblotting with purified dSETD3 antibody. **(C)** dSETD3 mRNA is completely lost in dSETD3 KO flies. mRNA was isolated from control and dSETD3 KO homozygous flies and dSETD3 expression was analyzed by RT-qPCR against the region indicated in (A), and normalized to rp49. Error bars: standard deviation (SD).

### dSETD3 knockout flies are viable and have no strong phenotypes

dSETD3 knockout animals are homozygous viable with no obvious patterning defects that we could find. To test if dSETD3 knockouts have more subtle defects, we assayed growth and metabolic phenotypes. dSETD3 KO flies showed no difference in wing size or body weight compared to control flies (Fig 4A and 4B). Furthermore, their developmental rate, assayed as the timing from egg laying to pupation when animal growth is completed, was also normal (Fig 4C). Together, these data indicate that the growth rate of dSETD3 KO animals is normal. This was surprising to us because knockdown of SETD3 using two different RNAi lines caused a reduction in tissue size (Fig 1A and 1B). Thus, we repeated the knockdown of dSETD3 in the posterior part of the wing in SETD3-KO flies to test whether the knockdown phenotype is due to off-target effects. dSETD3 knockdown caused a similar reduction in wing size and cell size in the dSETD3 knock-out background (S3B and S3C Fig) as it did in the control background (Fig 1A and 1B), suggesting that both independent non-overlapping RNAi lines cause tissue undergrowth due to off-targets effects. One of the RNAi lines overlaps with the 3’UTR of CG14431 whereas the other one does not, ruling out CG14431 as a common off-target of both lines. We conclude that the observed tissue and cell size effects upon dSETD3 knockdown are not specific to dSETD3 but more likely should be attributed to off-target effects.

**Fig 4:**
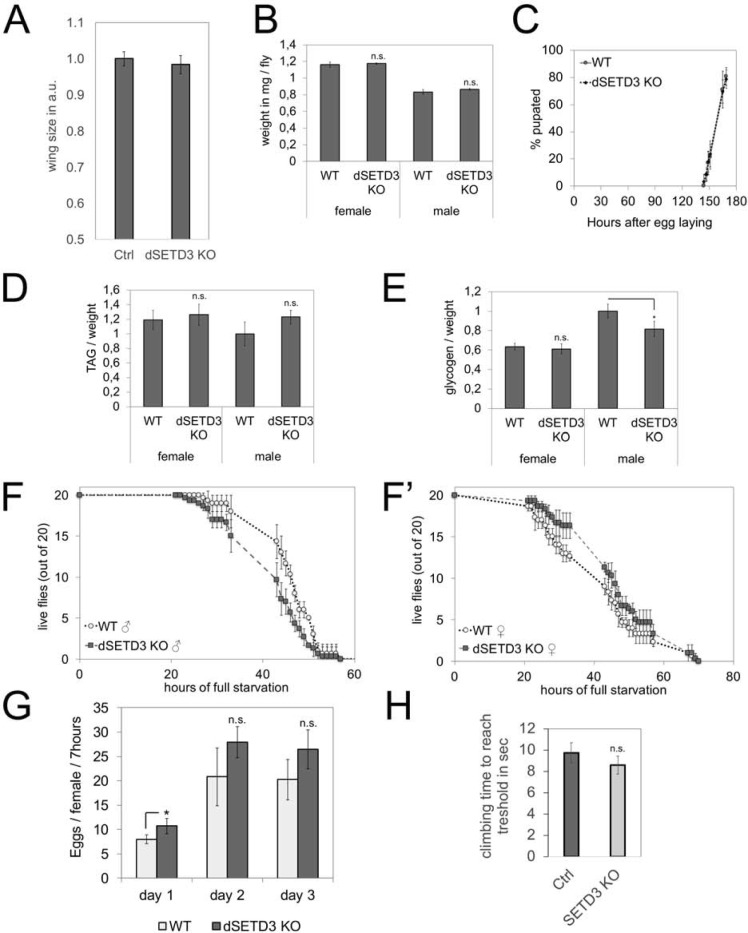
Phenotypic characterization of dSETD3 KO flies. **(A)** Wing size of adult female control (n = 7) and dSETD3 KO (n = 8) flies. Error bars: standard deviation (SD). **(B)** Weight of control and dSETD3 KO flies (n = 4 x 8 flies for each condition). Error bars: standard deviation (SD). **(C)** Pupation timing of control and dSETD3 KO animals at 25°C (n = 8 x 30 flies for each condition). Error bars: standard deviation (SD). **(D)** Fat storage measured by TAG abundance in control and dSETD3 KO flies, normalized to total body weight (n = 4 x 8 flies for each condition). Error bars: standard deviation (SD). **(E)** Glycogen storage measured in control and dSETD3 KO flies, normalized to total body weight (n = 4 x 8 flies for each condition). Error bars: standard deviation (SD); * *t* test < 0.05. **(F-F’)** Full starvation of control and dSETD3 KO animals on PBS/agarose (0.7%) for male (F) or female (F’) adult flies (n = 3 x 20 flies for each condition). Error bars: standard deviation (SD). **(G)** Fertility of control and dSETD3 KO mated females over the course of three days (n = 4 x 8–10 flies). Error bars: standard deviation (SD); * *t* test < 0.05. (H) dSETD3 KO flies do not have impaired motility, assayed using a climbing assay with control and dSETD3 KO adult females. Flies were put into plastic tubes, tapped down, and observed climbing towards a light source at the top of the tube. The time was measured that was required for 50% of the flies in one tube to pass a set threshold (biological quadruplicates, each measured twice). Error bars: standard deviation (SD).

dSETD3 KO flies also showed no difference in fat storage (Fig 4D). Whereas virgin female dSETD3 knockouts had normal glycogen levels, dSETD3 KO males consistently had slightly lower glycogen levels than controls (Fig 4E). As a sensitive measure for the ability of the flies to mobilize their nutrient stores, we challenged animals with complete food deprivation. Animals that have reduced nutrient stores or impaired nutrient mobilization capacity display reduced survival curves in response to complete starvation [39, 40]. Both male and female dSETD3 knockout animals, however, had normal survival in response to full food deprivation (Fig 4F and 4F’). (We repeated this experiment 3 times with no consistent changes in survival between knockout animals and controls.) In addition, mated dSETD3 KO females also did not show a consistently significant change in fertility (Fig 4G).

### Transcriptional changes in dSETD3 knockouts

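For the microarray experiment, RNA of virgin female dSETD3 KO flies and of virgin female control flies was labelled with 1 dye and hybridised to Agilent 4x44k arrays, on which each probe is a short oligonucleotide for 1 transcript. There were 4 arrays in all, 2 control and 2 dSETD3 KO. The sample labels give the age of the flies as 5 days, which the paper's text does not state. All 4 arrays lay on 1 slide and were scanned on 1 day, so there was no slide or scan day to fit as a batch. The control arrays were at positions 1 and 2 of the slide and the dSETD3 KO arrays at positions 3 and 4, so that position and genotype cannot be told apart. The authors deposited the output of Agilent's Feature Extraction software for each array, with spot intensities that the software had corrected for background and that were not normalized between arrays. The deposited output of control replicate 1 holds these intensities rounded to at most 3 significant digits, unlike the output of the other arrays. Each array had 45019 spots, of which 1417 were control spots, and 32162 different probes. No spot was saturated. The signal was well above background for 21221 probes on control replicate 1, 21482 on control replicate 2, 20797 on dSETD3 KO replicate 1 and 20464 on dSETD3 KO replicate 2.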

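From these intensities, control spots and between 45 and 73 outlier spots per array were left out, log2 signals were averaged over the spots of a probe, and each array's 75th percentile over all probes was subtracted. This percentile corresponded to a signal of 1630 and 1766 on the control arrays and of 1662 and 1179 on the dSETD3 KO arrays. The 21082 probes that were well above background on both arrays of at least 1 genotype were compared between genotypes with limma (lmFit and eBayes), and p-values were adjusted by the Benjamini-Hochberg method over these probes. Over the same probes, replicates correlated at r = 0.991 between the control arrays and r = 0.993 between the dSETD3 KO arrays. Because each genotype had only 2 arrays, their number limits the precision of every value. Where a probe was not well above background on both arrays of a genotype, its change is given as a lower bound. The mean of the brighter genotype was set against the mean, for each array of the dimmer genotype, of the higher of the lowest signal well above background on that array and the probe's own signal. Where a signal not well above background was the higher, the value rests on that signal and is not a strict bound. The deposited scanner output carries no gene names. Names were taken from the paper's S2 Table, from the first 1993 of the 32156 rows of its S1 Table, which is all that was used here, and from RefSeq accessions, and they cover 2778 of the 32162 probes. Changes are therefore counted by probe and by transcript identifier rather than by gene name.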

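The deleted gene itself, CG32732 (dSETD3), is covered by 2 probes. Probe A_09_P016351 had a background-corrected signal of 7810 and 8000 on the control arrays and of 9.87 and 4.99 on the dSETD3 KO arrays, where it was not well above background. With the dimmer signal raised to its bound, this is 875-fold lower in the dSETD3 KO flies (adjusted p = 0.0022, limma with Benjamini-Hochberg adjustment). The signal of 9.87 exceeded the lowest signal well above background on its array (7.0), so that this value is not a strict lower bound. Probe A_09_P201260 had a signal of 1090 and 1150 on the control arrays and of 3.47 and 3.50 on the dSETD3 KO arrays, at least 147-fold lower (adjusted p = 0.0029, limma). The 4 arrays thus followed their genotype labels at both probes.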

Since dSETD3 is partially localized in the nucleus and hSETD3 has been shown to interact with several transcription factors, we assessed global changes in mRNA levels in dSETD3 knockout virgin female flies compared to controls via microarray analysis (Fig 5A and S1 Table). 

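Of the 21082 probes compared, 295 were at least 2-fold higher and 1031 at least 2-fold lower in the dSETD3 KO flies with an unadjusted limma p under 0.05. They belong to 263 different transcript identifiers that rose and 922 that fell. These limits carry no adjustment. On simulated data in which 200 of 21082 probes were changed, 96 of the 271 limma calls they gave were false. The false share depends on how many probes are changed, which is not known for these flies. The simulated share therefore does not give the share of false calls among the probes counted here. With an adjusted p under 0.05 and no limit on the fold change, 801 probes were higher and 3497 lower. At an unadjusted p under 0.05 there were 9265 probes, where chance alone would give 1054. Of the 1326 probes past the 2-fold limits, 362 were not well above background in 1 of the genotypes, so that the size of their change is open. The split between rise and fall depended on the scaling of the arrays. Under quantile normalization, which makes the distribution of signals equal on all arrays, 400 probes were at least 2-fold higher and 592 lower. Of the alternatives chosen before the data were examined, the count of lower probes moved most under a background correction by normexp with an offset of 50, with 193 probes higher and 280 lower. The calls at an adjusted p under 0.05 rested on both control arrays, since leaving out either one left 0 of them (limma), while 7183 probes without control replicate 1 and 4817 without control replicate 2 still had an unadjusted p under 0.05.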

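Some of the largest changes were between a clear signal in 1 genotype and a signal not well above background in the other. Aats-asp was at least 793-fold higher in the dSETD3 KO flies at its only named probe (adjusted p = 0.0025, limma). Its signals were 5020 and 4250 against 4.55 and 3.41 on the control arrays. CG16743 was at least 135-fold higher (adjusted p = 0.0029), also at its only named probe. For a transcript seen by a single probe, a strain variant under the probe cannot be told apart from a change of the gene. The same limit holds below for SD07650, FBtr0302504, CG3032, CG8299 and RH27559. CG30343 was at least 92.8-fold higher at 1 probe (adjusted p = 0.0013), but its other probes rose by a log2 change of 1.61 and 0.38, so that the probes of this gene disagreed. A transcript the scanner output lists as SD03311 was at least 582-fold higher (adjusted p = 0.012), and its second probe rose by a log2 change of 4.64 (standard error 0.59). One listed as SD07650 was 164-fold higher (adjusted p = 0.017), with control signals of 3.78 and 9.84. The second exceeded the lowest signal well above background on its array (7.4), so that this value is not a strict lower bound. On the other side, the transcript FBtr0302504 was at least 135-fold lower (adjusted p = 0.0043, signals of 1010 and 1050 against 4.53 and 5.46). CG3032 was 34.3-fold lower as measured (adjusted p = 0.0029). Its dSETD3 KO signals of 20.7 and 12 were not both well above background. They exceeded the lowest signals well above background on these arrays (7.0 and 5.6), so that this value is not a strict lower bound. CG8299 was 32.8-fold lower (adjusted p = 0.025), with dSETD3 KO signals of 20 and 2.73. RH27559 was 16.6-fold lower (adjusted p = 0.036), with dSETD3 KO signals of 21.5 and 2.66. For both, the dSETD3 KO arrays disagreed, and the higher signal exceeded the lowest signal well above background on its array (7.0). Neither value is therefore taken as a strict lower bound. Def, which was measured on all 4 arrays, fell by a log2 change of -4.75 (standard error 0.30, adjusted p = 0.011) at 1 probe and -4.41 (standard error 0.19, adjusted p = 0.0056) at the other. For the most changed probe of each of these 10 transcripts, the highest adjusted p over the alternatives tried was 0.48 or 0.49, by Welch's test, and the lowest lay between 4.8e-09 and 5.2e-04. In that Welch's test the smallest adjusted p over all probes was 0.48, so that the highest value reflects the test and not these transcripts. With control replicate 1 or 2 left out, the log2 change of Aats-asp, as a bound, was 9.62 or 9.64. That of RH27559 was -4.09 or -4.02.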

We found 77 genes whose mRNA levels were upregulated in the dSETD3 KO flies and 114 genes whose expression was downregulated in dSETD3 KO flies (Fig 5A and S2 Table). 

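Vitelline membrane proteins form the inner layer of the eggshell and are made by follicle cells of the ovary. Of 10 vitelline membrane genes listed after S2 Table was read and before the arrays were examined, 7 had a named probe. The paper's S2 Table holds 5 of these 7, so that the list and the outcome are not independent. All 13 probes of these 7 genes were higher in the dSETD3 KO flies, with a median log2 change of 1.77. An adjusted p under 0.05 was reached by 10 of the 13 probes, and by 10 when adjusted over the list alone. The 9 probes that were named whatever their outcome had a median log2 change of 1.36. At least 2-fold higher were 6 genes. Vm26Ac rose by a log2 change of 5.12 (standard error 0.47, adjusted p = 0.017, limma) and Vm32E by 4.58 (standard error 0.40, adjusted p = 0.017). The 3 probes of Vm34Ca rose by 3.17, 3.09 and 1.77 and both probes of psd by 2.16. Vm26Aa and Vm26Ab rose by 1.36 and 1.41. The control arrays themselves differed for Vm26Ac, with signals of 59.1 and 161, but both dSETD3 KO arrays, with 3080 and 2530, lay above them.

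**Figure D1:**
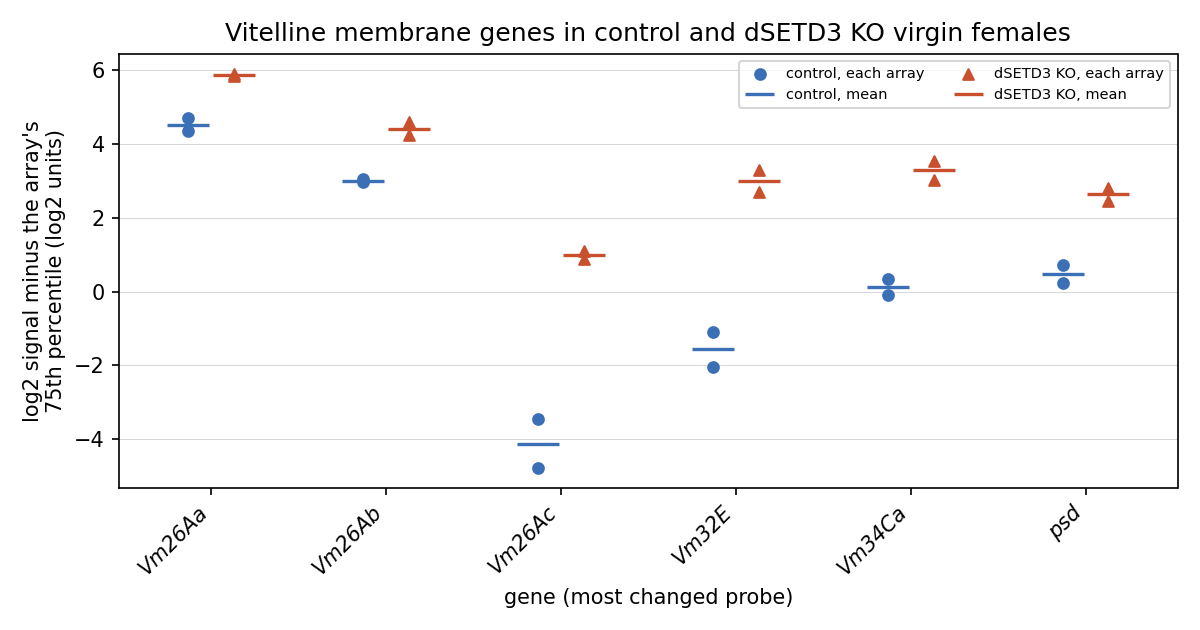
Normalized log2 signal of the most changed probe of each of the 6 vitelline membrane genes past the 2-fold limits. Blue circles are the 2 control arrays, orange triangles the 2 dSETD3 KO arrays and horizontal lines the means. For each gene both dSETD3 KO arrays lie above both control arrays, with log2 changes from 1.36 for Vm26Aa to 5.12 for Vm26Ac.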

Gene ontology (GO) enrichment analysis on these genes revealed that the upregulated genes were slightly enriched for genes that are involved in vitelline membrane formation. Genes downregulated in the dSETD3 KO were enriched for genes annotated as muscle proteins (Fig 5B). This is interesting as SETD3 was shown to play a role during muscle differentiation in mouse C2C12 cells [25]. 

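Of 28 muscle genes listed after S2 Table was read and before the arrays were examined, 18 had a named probe. The paper's S2 Table holds 16 of these 18, and the names of many of their probes come from it. Of their 53 probes, 50 were lower and 3 higher in the dSETD3 KO flies (48 lower under quantile normalization), with a median log2 change of -1.05. The adjusted p was under 0.05 for 43 of the 53 probes, and for 49 when adjusted over the list alone, of which 47 were lower and 2 higher. Among the 18 probes of the list that were named whatever their outcome, 15 were lower and the median log2 change was -0.75. At least 2-fold lower at 1 or more probes were 15 genes. The actin gene Act88F fell by a log2 change of -2.49 (standard error 0.16, adjusted p = 0.012, limma), and fln by -1.68 (standard error 0.11, adjusted p = 0.012). Act79B and Act87E fell by -1.40 and -1.19. Actin genes are similar in sequence, and whether these probes also bind transcripts of other actin genes was not tested. The myosin light chain gene Mlc1 fell by -1.29 and -1.19 at its 2 probes, and Mlc2 by between -1.41 and -0.54 at its 6. Probes of Tm1 disagreed. They changed by between -1.31 and 0.36. Probes A_09_P009766 and A_09_P198680 rose by 0.36 and 0.34 (adjusted p = 0.061 and 0.055 over all probes, 0.017 and 0.014 over the list alone). The muscle median stayed between -1.11 and -0.99 under each scaling of the arrays and each background correction that was tried. The paper bases its statement on an enrichment test of its list of downregulated genes with DAVID, which was not repeated here.

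**Figure D2:**
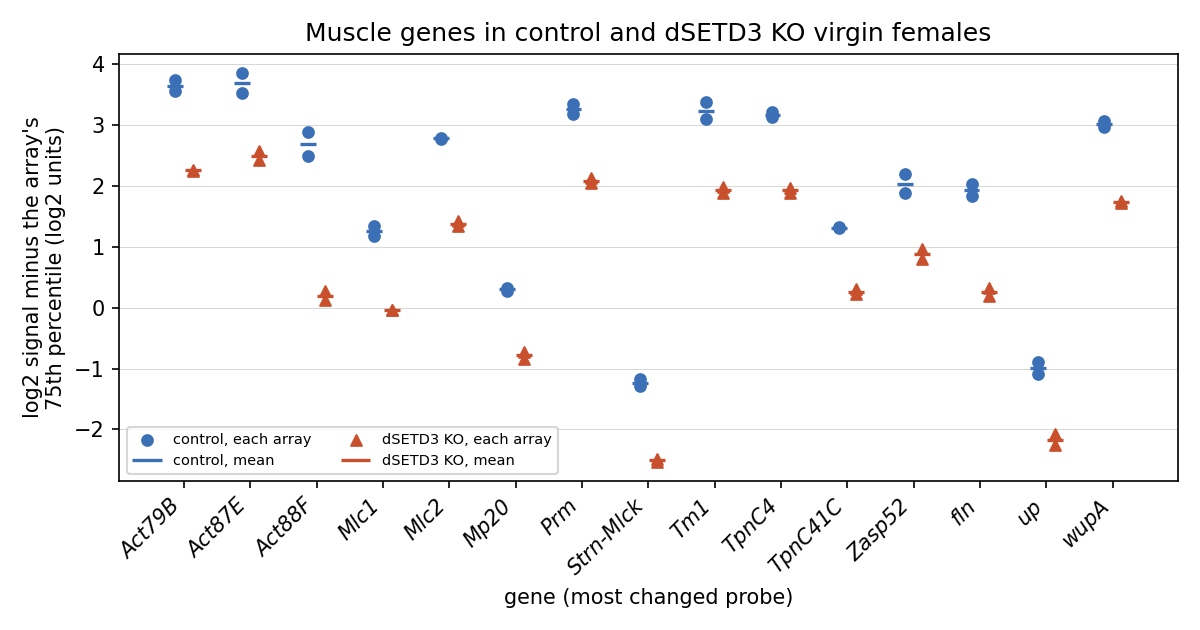
Normalized log2 signal of the most changed probe of each of the 15 muscle genes past the 2-fold limits. Blue circles are the 2 control arrays, orange triangles the 2 dSETD3 KO arrays and horizontal lines the means. For each gene both dSETD3 KO arrays lie below both control arrays, by a log2 change of -2.49 for Act88F.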

To test whether dSETD3 KO mutant might have impaired muscle function we performed a climbing assay. We did not observe a significant difference in climbing ability between control and dSETD3 KO adult flies (Fig 4H).

**Fig 5:**
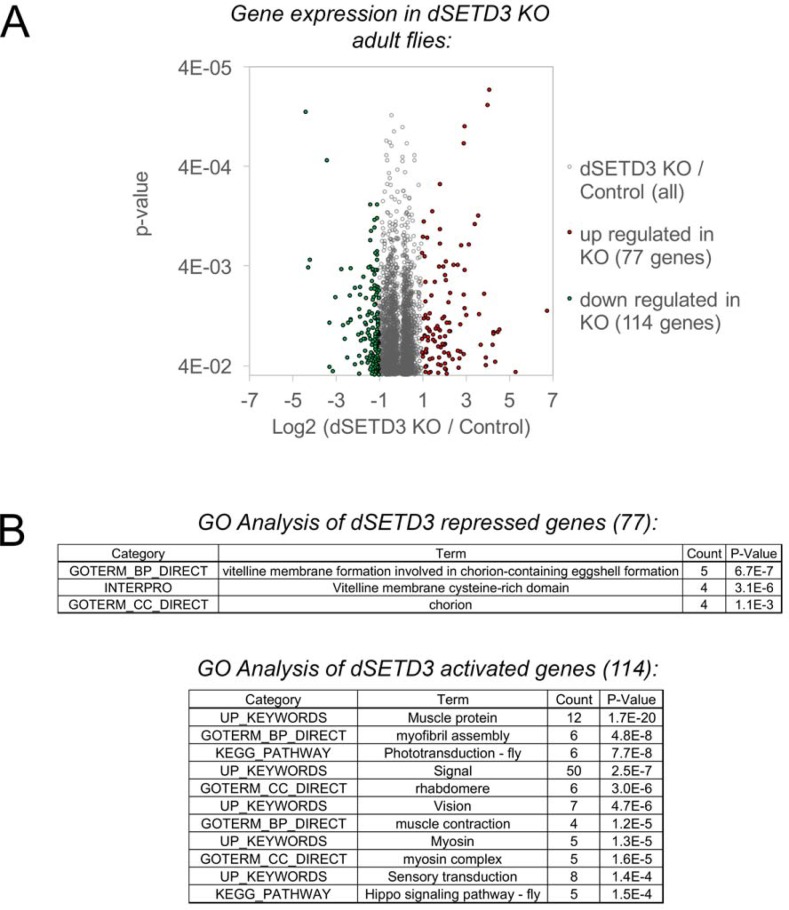
Transcriptional effects of dSETD3 KO in adult virgin flies. **(A)** Control and dSETD3 KO virgin female flies were lysed in TRIZOL, RNA extracted and subjected to microarray analysis. Volcano blot shows all genes that were statistically significantly up or downregulated (*t* test < 0.05). Genes that were up or downregulated at least 2-fold upon dSETD3 KO (*t* test < 0.05) are indicated in green (down) and red (up). Data are available under GEO accession number GSE113846. **(B)** Gene ontology analysis using DAVID of dSETD3-affected genes [41, 42].

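The figure's limits were also applied with the methods' t-test (Student, equal variance, two-sided) to the same normalized log2 signals. The t-test fell under the figure's limit for 6404 of the 21082 probes, of which 205 were at least 2-fold higher and 707 at least 2-fold lower in the dSETD3 KO flies. After Benjamini-Hochberg adjustment 0 higher and 2 lower probes remained under 0.05. On linear signals the methods' t-test gave 171 probes higher and 727 lower, and Welch's test on log2 signals gave 132 higher and 448 lower. All 912 probes past both limits with the methods' t-test on log2 signals were also past them with limma.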

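Phototransduction was among the terms of Fig 5B for the genes lower in the knockout. Of 28 phototransduction genes listed after S2 Table was read and before the arrays were examined, 9 had a named probe, 8 of them also in S2 Table. Only 2 of their 16 probes were named whatever their outcome, with a median log2 change of -0.90, so that the list rests mostly on probes named because of that table. All 16 probes of the 9 genes were lower in the dSETD3 KO flies (15 under quantile normalization), with a median log2 change of -1.08, and 13 of them had an adjusted p under 0.05 (limma), or 14 when adjusted over the list alone. Past the 2-fold limits were 8 genes. One of 4 probes of trpl fell by a log2 change of -2.61 (standard error 0.09, adjusted p = 0.004), but the other probes of trpl changed by -0.83, -0.34 and -0.18 with adjusted p of 0.07, 0.3 and 0.45 over all probes and of 0.023, 0.22 and 0.36 over the list alone. Both probes of Cpn fell, by -1.61 and -1.55. Of the chorion genes, a term of Fig 5B for the genes higher in the knockout, only Cp7Fb had named probes among 17 listed. It rose by a log2 change of 6.25 (standard error 1.14, adjusted p = 0.034) at 1 probe. Its other probe had control signals of 1030 and 4.06 and dSETD3 KO signals of 805 and 1190 (adjusted p = 0.29), and with control arrays this far apart it neither shows nor excludes a rise. The DAVID analysis was not repeated, and no gene set test was run here, because too few probes could be named.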

### Hypoxia response of dSETD3 knockout animals

Since SETD3 protein levels decrease in response to hypoxia in human HeLa cells and SETD3 regulates VEGF expression under hypoxic conditions [27], we aimed to test whether dSETD3 plays a role in the response of S2 cells or adult flies to hypoxia. We first asked whether dSETD3 affects the ability of S2 cells to mount a transcriptional response to hypoxia. To this end, we knocked-down dSETD3 expression in S2 cells using dsRNA and induced a hypoxia response by incubating cells for 36 hours in normoxic or hypoxic conditions (1% oxygen). Knockdown of dSETD3 was highly efficient, assayed by immunoblotting (Fig 6A). We tested expression of three genes that are known to be upregulated by hypoxia in S2 cells, Lactate dehydrogenase LDH (ImpL3) [43], Dph1 (CG11652) [43] and branchless (bnl) [44]. All three genes were transcriptionally induced upon hypoxia, and control (GFP) and dSETD3 knockdown cells showed a similar induction of all three genes (Fig 6B). We also did not detect any changes in dSETD3 protein levels in S2 cells in response to hypoxia (Fig 6A). Next, we analyzed dSETD3 protein levels in flies and found that hypoxia (5% oxygen) does not affect dSETD3 protein levels (Fig 6C). Similar to what we found in S2 cells, dSETD3 knock-out flies induced hypoxia targets genes btl [45] and Pvr to a similar extent as control flies (Fig 6D). We also tested the survival of dSETD3 KO flies under hypoxic conditions. Both at 1.8% and 2% oxygen, control and dSETD3 KO flies survived hypoxia to a comparable degree as control animals (Fig 6E and 6E’). In sum, we could not find any obvious phenotypes in dSETD3 knockout animals or cells in response to hypoxia.

**Fig 6:**
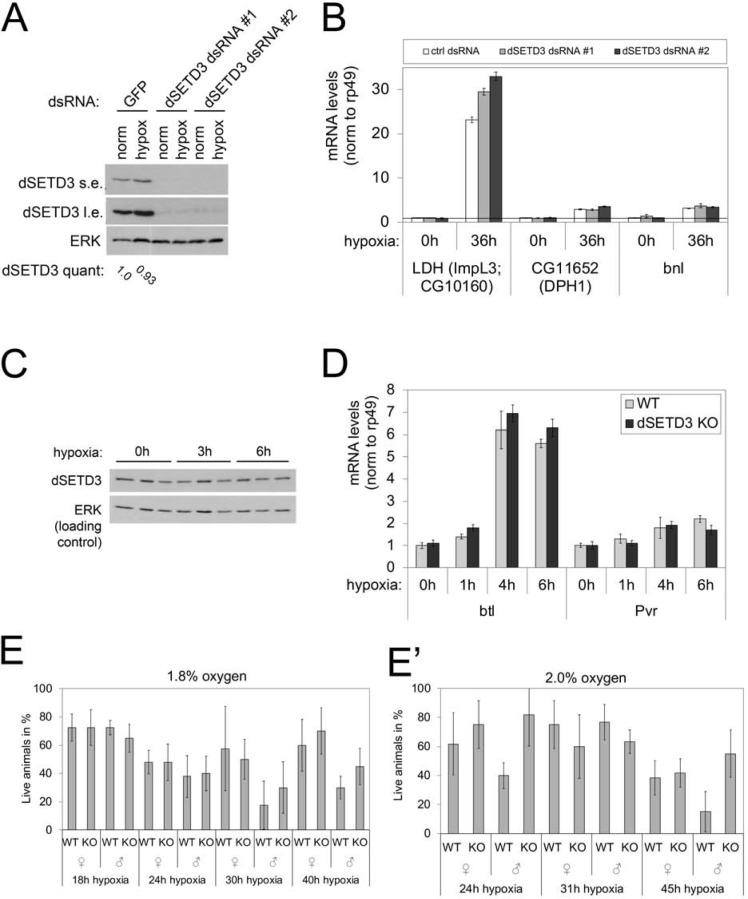
dSETD3 does not play a role in hypoxia response in *Drosophila*. **(A)** dSETD3 protein levels do not change upon hypoxia in S2 cells. S2 cells were treated for 5 days with control or dSETD3 dsRNA and then reseeded and subjected to control or hypoxic conditions (1% oxygen) for 36 hours. Cell lysates were analyzed by immunoblotting with indicated antibodies. Quantification of dSETD3 bands normalized to ERK bands was done with ImageJ [46]. **(B)** Expression of hypoxia induced genes in S2 cells is not dependent on dSETD3. S2 cells were treated for 5 days with control or dSETD3 dsRNA and then reseeded and subjected to control or hypoxic conditions (1% oxygen) for 36 hours. RNA was isolated and analyzed by RT-qPCR. Error bars from technical triplicates: standard deviation (SD). **(C)** dSETD3 protein levels do not change upon hypoxia in flies. Control flies were subjected to hypoxia (5% oxygen) for 3 or 6 hours and lysates were analyzed by immunoblotting with indicated antibodies. Three samples (5 larvae each) per condition are shown. **(D)** Expression of hypoxia induced genes is not affected by dSETD3 KO in flies. Control and dSETD3 KO male flies were subjected to 1, 4 or 6 hours of hypoxia (1.8% oxygen). RNA was isolated and analyzed by RT-qPCR. Error bars from technical triplicates: standard deviation (SD). **(E-E’)** dSETD3 is not required for survival during hypoxic conditions. Control and dSETD3 KO flies were put into hypoxic conditions (1.8% oxygen (E, n = 4 x 10 flies) and 2% oxygen (E’, n = 6 x 10 flies)) for indicated amounts of times and surviving animals after the treatment were counted. Error bars: standard deviation (SD).

## Discussion

We have generated and characterized a complete knock-out model of dSETD3 in Drosophila. To our knowledge this is the first time that this protein has been studied at an organismal level and the first time a complete loss of function of SETD3 in an animal has been generated.

Although we anticipated phenotypes related to cell growth and proliferation based on earlier reports from cell culture, we unfortunately did not find any growth phenotypes in dSETD3 KO flies. This was also surprising given that we saw reduced tissue growth in the wing when knocking down dSETD3 using two independent dsRNA constructs. Given that the two dsRNAs are non-overlapping, this is usually taken as a strong indication that the phenotype is on-target. Hence the knockdown and the knockout data were difficult to reconcile. By performing the knockdowns in a dSETD3 knock-out background we still observed the same growth phenotypes, which leads us to believe that the two RNAi lines used in our study are producing growth phenotypes due to off-target effects.

We also hypothesized that dSETD3 KO would show phenotypes related to hypoxia, because human SETD3 was recently linked to hypoxia-response in HeLa cells [27]. Unfortunately, however, we also could not find any hypoxia-related dSETD3 knockout phenotypes in *Drosophila*. This raises the question why we did not find phenotypes in Drosophila related to the ones described in human cell culture. One possibility is that the function of SETD3 is not conserved between flies and mammals. Another explanation might be that the core, evolutionarily conserved function of SETD3 is not related to hypoxia or to growth, but rather to another biological function that still remains to be uncovered. For this reason, we wanted to publish the current report, so that the community knows about the availability of these knockout flies, so they can be obtained from us to study other phenotypes of interest. A third option is that SETD3 function may be genetically redundant with the function of another methyltransferase in the fly and perhaps also in other organisms. That said, SETD3 has been evolutionarily maintained between flies and humans, therefore it must have some non-redundant function in the animal. This function, however, might be quantitative rather than qualitative. Hints in this direction might lie in the gene expression changes we presented here, where indeed circa 200 genes change in expression in the knockout flies. Future work will hopefully shed additional light on these issues.

## Materials and methods

### Fly stocks and maintenance

Experiments and maintenance of flies were performed under a 12hr/12hr light/dark cycle at 25°C at constant humidity on cornmeal food [47]. As control flies we used isogenic w[1118] flies from Bloomington. The dSETD3 KO allele was backcrossed to w[1118] at least five times. Flies that were used for growth measurement and metabolic assays were all reared on standard controlled density before the experiment. Following chromosomes and stocks were used: hhGAL4 (II); UAS-GFP(III), eng-Gal4 (II), dSETD3 RNAi 1 is a KK-line against CG32732 from VDRC (104185), dSETD3 RNAi 2 is a GD-line against CG32732 from VDRC (51749).

### Fly food

Flies were grown and maintained on food consisting of the following ingredients for 30 liters of food: 240g agar, 660g sugar syrup, 2400g malt, 2400g corn meal, 300g soymeal, 540g yeast, 72g nipagin, 187mL propionic acid and 18.7 mL phosphoric acid.

### Metabolic measurements

TAG and glycogen measurements were essentially as in [40]. We seed 60 1st instar larvae per vial to grow under defined density conditions. Hatching adults were collected within a 12-hour window, and allowed to age 3 or 4 days as indicated. Three times 8 animals were crushed in 500μl 1xPBS with 0.05% Tween-20 (Applichem, A1389) and heat-inactivated for 5 minutes on 70°C. 100μl lysate were cleared of debris and used for Protein concentration measurement using Bradford reagent (BIORAD protein assay, 500–0006). 200μl lysate were used for TAG measurement by adding 2μl of Lipase (Calbiochem, cat 437707) to the lysate, incubating at 37°C ON, spinning down debris and analyzing by using the free glycerol reagent from Sigma (F6428). For glycogen measurement, another 200μl of the original lysate were split into two times 30μl–a control lysate and one lysate to which 1 μl of amyloglucosidase solution (14 U per μl, Sigma 10115) was added. After 1h incubation at 50°C, both lysates were analyzed using the Glucose reagent from Sigma (G3293) and subtracting the glucose content of the control lysate from the amyglucosidase lysate to yield relative glycogen levels of each sample.

### Starvation treatments

For starvation survival, adult 5-day old flies were put on 0.7% Agarose diluted in 1x PBS. We put 20 flies in one normal fly food vial and used biological triplicates for each measurement and condition. Flies were regularly counted until all flies have died.

### CRISPR dSETD3 KO generation

Homology arms 1 and 2 were PCR amplified using the oligos mentioned below in the ‘Oligo’ section, and then cloned into pHD-pDsRed-attP (addgene #51019) via AarI (arm1) and SpeI-XhoI (arm2) restriction sites. Two guide RNAs were each cloned into pU6-BbsI-chiRNA (addgene #45946) via BbsI. The donor vector and both gRNA vectors were injected together into nos-Cas9 embryos (Bloomington 54591). Hatching flies were crossed to balancer stocks and resulting F1 flies were screened for dsRED fluorescence.

### Wing size and cell size measurement

50 L1 larvae were collected from an apple plate into one vial. Hatching adults were kept at 25°C for 3 days before flies were put into preservation medium (70% EtOH and 30% glycerol). Wings were then mounted in Hoyer’s medium and imaged. The size of the wing’s posterior and anterior compartments (green area and non-shaded area in S2 Fig, respectively) were analyzed with ImageJ [46]. To measure cell size, a region of fixed area (encompassing roughly 100 trichomes) was placed in the wing between veins 4 and 5, and the number of trichomes within this area were counted. Cell size was calculated as the total area of the region divided by the number of cells in this region.

### Fertility assay

10 wild type control or dSETD3 KO female virgins were mated with 7 males and put together with the males into an embryo collection cage. Females were allowed to lay eggs for 7 hours, several days in a row. Eggs were then manually counted for each day and normalized to number of females in the cage.

### Motility assay

Control and SETD3 knock-out flies were grown in a density controlled manner and adults were aged for 5 days. 20 female flies were put into individual tubes. Flies from one tube were then transferred into a plastic tube without anesthetizing. The plastic tube was tapped to collect all flies at the bottom of the tube. Flies were then videotaped climbing up the plastic tube towards a light source on top of the tubing. The time 50% of the moving flies needed to reach a certain threshold was measured twice for the same flies. Each genotype was measured in 4 biological replicates. Control and dSETD3 knock-out flies were handled in parallel.

### Cell culture

*Drosophila* S2 cells were cultured at 25°C in Schneider’s *Drosophila* Medium (GIBCO 21720), supplemented with Penicillin/Streptomycin and 10% FCS. dsRNA was generated by performing a T7 transcription reaction from an amplified genomic region of the respective gene. Gene knockdowns were done by treating S2 cells with 12μg/ml dsRNA in serum-free medium for one hour. Cells were then given serum-containing medium and allowed to grow for 5 days before analysis, to allow for the knockdown to take effect.

### Hypoxia experiments

All Hypoxia experiments were performed in an hypoxia incubator from NUAIRE (NU-5841) at 25°C for various amounts of time as indicated in the figure legends.

### Immunostainings

S2 cells or wing discs were fixed using 4% formaldehyde in 1xPBS for 20 min, blocked with 0.1% BSA and 0.2% TritonX-100 in 1xPBS, stained with indicated antibodies overnight. After staining with secondary antibodies cells or tissues were mounted in a glycerol-based mounting medium. Images were recorded using a Leica SP8 confocal system with a 63x or 40x objective.

### RNA and quantitative RT-PCR

RNA was isolated using TRIZOL reagent (Ambion, 15596018). Reverse transcription was done with RevertAid Premium Reverse Transcriptase (Thermo Scientific, EP0732). Q-PCR was done with Maxima SYBR Green/ROX master mix (Thermo Scientific, K0223). Genes were normalized to rp49 levels.

### Antibodies

Following Antibodies were used in this study: guinea-pig anti-CG32732 (dSETD3) was self-made in out laboratory by immunization of guinea-pigs with full length 6xHis-CG32732. Rat anti-HA tag (clone 3F10, Roche, 11 867 423 001), rabbit anti-pS6K(T398) (Cell Signaling, 9209), self-made guinea pig anti-S6K [47], rabbit anti-ERK1/2 (Cell Signaling, 4695).

### Data and analyses

Microarray data are deposited at NCBI Geo with Accession GSE113846.

Statistical significance in the figures was calculated using Student’s t tests.

### Oligos

Sequences for the oligos used in this work are provided in Table 1.

**Table 1:** Oligo sequences.

qPCR—mRNA expression levels	
GCTGTTAACACTGGAGAACAG	CG32732 –fw
TCTACGAAACCATTGTGCAC	CG32732 –rev
ACCTCCGTTTTGGGCGA	LDH (ImpL3; CG10160)–fw
ATGTTGGCGGACTTCTGC	LDH (ImpL3; CG10160)–rev
CCCGTTGCTAAAGGCTTA	CG11652 –fw
CGTCCAGGCGCAGATTCT	CG11652 –rev
CAAGACGGTGCATTCATCG	btl–fw
CTTGGATATCCCTCGCCAG	btl–rev
GTGAATTCACAATTCTCCAGC	bnl–fw
CAGAGATACAGGCAAGTGG	bnl–rev
TAGTGATATCAGATCTGCCCG	Pvr–fw
ACAGACCGATCAGGATGAG	Pvr–rev
CAATAATTGCAAGCGAAGCA	CG14431—fw
TGCAAGTGTTTTTGCTCCTG	CG14431—rev
dsRNA	
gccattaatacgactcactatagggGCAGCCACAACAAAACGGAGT	dSETD3 #1 –fw
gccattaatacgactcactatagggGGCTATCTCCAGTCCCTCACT	dSETD3 #1 –rev
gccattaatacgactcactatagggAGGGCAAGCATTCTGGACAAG	dSETD3 #2 –fw
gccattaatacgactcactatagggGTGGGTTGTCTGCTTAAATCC	dSETD3 #2 –rev
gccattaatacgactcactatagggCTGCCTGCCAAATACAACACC	dSETD3 #3 –fw
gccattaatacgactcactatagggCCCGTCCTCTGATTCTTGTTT	dSETD3 #3 –rev
dSETD3 KO generation	
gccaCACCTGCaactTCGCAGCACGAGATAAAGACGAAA	homology arm 1 –fw
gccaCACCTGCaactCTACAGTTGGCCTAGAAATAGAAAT	homology arm 1 –rev
gccaactagtGTGTGGCCATTCGTCGG	homology arm 2 –fw
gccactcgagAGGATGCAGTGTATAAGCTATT	homology arm 2—rev
cttcGCTCTGAAGATCTTTTCAGT	gRNA for homology arm 1—fw
aaacACTGAAAAGATCTTCAGAGC	gRNA for homology arm 1—rev
cttcgCGACGAATGGCCACACTGC	gRNA for homology arm 2—fw
aaacGCAGTGTGGCCATTCGTCGc	gRNA for homology arm 2
GGGTGCTTCACGTACACCTT	Test for dsRED presence—fw
TGATGTGCCAAAAATGCAAC	Test for dsRED presence

Oligos used in this study.

## Supporting information

S1 Fig CG32732 is the Drosophila ortholog of human SETD3. **(A)** Protein sequence of *Drosophila* dSETD3 (NP_727144.1) and human SETD3 (NP_115609.2), aligned using Clustal Omega software [36, 48].
**(B)** Several human SET-domain containing proteins were aligned with CG32732 and then submitted to phylogenic tree analysis in Clustal Omega [36] and visualized with Dendroscope Software [49].
(PSD) Click here for additional data file.

S2 Fig EnGAL4 and hhGAL4 expression domains. Representative image of a wildtype *Drosophila* wing, with the posterior compartment colored green to indicate the enGAL4 and hhGAL4 expression domain.
(PSD) Click here for additional data file.

S3 Fig CG14431 expression and dSETD3 knockdown in dSETD3 KO flies. (A) mRNA levels of CG14431 in control and dSETD3 KO flies, quantified by Q-RT-PCR, normalized to rp49. Error bars: standard deviation (SD). *t-test = 0.045.
(B-C) Knockdown of dSETD3 in dSETD3 KO flies in the posterior compartment of the wing decreases tissue size, indicating it is an off-target effect. (B) Size of the posterior compartment normalized to size of the control anterior compartment. (C) Cell size in the posterior compartment was determined by counting the number of cells via their trichomes in a defined area, and then calculating the inverse–ie area per cell. Animals were raised at 25˚C, 10 wings per genotype were used for quantifications. Error bars: standard deviation (SD); *** *t* test < 0.001
(PSD) Click here for additional data file.

S1 Table Expression values of all *Drosophila* genes in control and dSETD3 KO female flies. (XLSX) Click here for additional data file.

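The means in S1 Table are intensities on a linear scale. In the 1993 rows used here, they lay within 5% of the values obtained by quantile normalization of the authors' deposited table of processed values, for 1993 dSETD3 KO means and 1992 control means. Without quantile normalization only 48.6% of the dSETD3 KO means lay within 5%. That deposited table holds, for each probe with 1 or 2 spots (31962 probes), the mean of the spots' median pixel intensities to within 0.01 on every array, with no background subtracted and no normalization between arrays.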

S2 Table Differentially expressed in genes in dSETD3 KO female flies. This table contains all microarray probes whose expression was at least 2 fold different between control and dSETD3 KO flies with a p-value smaller than 0.05.
(XLSX) Click here for additional data file.

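S2 Table has 273 rows, 111 of probes higher and 162 of probes lower in the dSETD3 KO flies by the paper's values. All 273 probes changed in the same direction in the limma comparison of background-corrected signals, and all had an adjusted p under 0.05. The 2-fold limits with an unadjusted p under 0.05 were passed by 258 of them, by all 111 higher probes and by 147 of the 162 lower probes. Across these probes, which are not independent replicates, the log2 changes correlated with those of S2 Table at r = 0.96.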

How the deposited data were processed for this re-analysis (not part of the article)

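The deposited data are 1-colour Agilent microarrays of virgin female flies, with 2 control and 2 dSETD3 KO arrays. For each array the authors deposited the output of Feature Extraction (version 10.7.3.1), which holds spot intensity values after the software's background subtraction and no normalization between arrays, the median pixel intensity of each spot and of its local background, and flags. The probe annotation in it is built on an older release of the fly genome than the RefSeq annotation used here, so no coordinates are printed. The authors also deposited a table of 1 intensity per probe and array, which for each of the 31962 probes with 1 or 2 spots equals the mean of the spots' median intensities within 0.01, without background subtraction. The paper's text names Student's t tests and DAVID and does not name a normalization of the arrays.

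From the background-corrected intensities, log2 values were averaged over the spots of a probe (22322 probes with 1 spot, 9640 with 2 and 200 with 10) after control spots and spots flagged as outliers were left out, and the 75th percentile of each array was subtracted. Probes well above background on both arrays of at least 1 genotype were tested (21082 of 32162) with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with genotype as the only term and Benjamini-Hochberg adjustment. The 2-fold limits are those of Fig 5A with an unadjusted p under 0.05. A transcript was counted once per direction if at least 1 of its probes passed. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The limma step was tested on simulated data for the comparison of dSETD3 KO against control, with 200 of 21082 probes changed by known amounts. It made 168 calls at an adjusted p under 0.05, of which 162 were changed probes and 6 were not, and it recovered 81% of the changed probes. At the 2-fold limits with an unadjusted p under 0.05, limma made 271 calls, of which 175 were changed probes and 96 were not. On the same simulated data, the Student and Welch tests made 0 calls after adjustment, and at the 2-fold limits 27 of 197 and 14 of 170 calls were not changed probes.

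Between 63.6% and 66.8% of probes were well above background on an array. The lowest signal well above background was between 5.6 and 7.4. Because there are only 2 arrays per genotype, their number limits the precision. The 4 arrays share 1 slide and 1 scan day, and genotype follows the position on the slide. The 2 control arrays were not identical at any probe, and neither were the 2 dSETD3 KO arrays.

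Gene names cover 2778 probes and 1952 different names. S1 Table named 1558 probes and S2 Table a further 203, a transcript shared with a probe of these tables named 613, and a RefSeq accession named 404 (assembly GCF_000001215.4). Names from S2 Table exist because a probe changed, so probes named whatever their outcome are given apart from the rest. The genes named in the text follow a rule set before the data were examined: CG32732, CG14431, the hypoxia genes of the paper, rp49, and the 5 genes with the largest rise and the 5 with the largest fall at an adjusted p under 0.05, with both dSETD3 KO arrays on the same side of both control arrays. Of the genes the paper names, CG32732 and CG11652 had a named probe and CG14431, ImpL3, bnl, btl, Pvr and rp49 were not analysed here. Named members of the fixed gene lists are those past the 2-fold limits.

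The fixed lists were muscle, vitelline membrane, chorion, phototransduction, germline, neuron, fat body, gut enzyme and immune genes, and names of cuticle, ribosomal protein and detoxification genes. They were written after S2 Table was read and before the arrays were examined. Set tests on the lists (camera, fry and Fisher's exact test) were planned and were not run, because most probes have no name and the copy of S1 Table stops at row 1993 of 32156. Alternatives to the normalization, the background correction, the filter on dim probes, the source of the values, the test, the replicates and the rule for a transcript were computed, and the closing section gives their effect. The background correction by normexp used median spot intensities in place of mean ones.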

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

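The tests on the chromosomes other than X, on arm 2R and after cyclic loess normalization, and the number of neighbours counted around CG32732, were chosen only after the result was seen.

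Outside the paper's S2 Table, 1068 probes were at least 2-fold changed with an unadjusted limma p under 0.05, 184 higher and 884 lower in the dSETD3 KO flies. The paper does not discuss these probes. Their number depended on the background correction. Past these limits were 1326 probes here, 258 of them in S2 Table. With normexp there were 473, of which 239 are in S2 Table. With the deposited table of processed values there were 556, of which 250 are in it. The excess of lower probes went with brightness. From the dimmest to the brightest eighth of the probes tested, the median log2 change went from -0.35 to 0.12, and the lower and higher probes past the 2-fold limits from 331 and 84 to 34 and 14. After cyclic loess normalization, which removes such a trend, 40.0% of the probes past the 2-fold limits were higher in the dSETD3 KO flies, against 22.2% without it. An offset between the arrays that depends on brightness may therefore account for part of the excess of lower probes. It cannot be told apart from a real excess of lower transcripts among dim probes, because the trend follows the genotype and both dSETD3 KO arrays lie beside each other on the slide. The knockout itself stays open as a biological explanation that was not tested apart from it.

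Among the 50 protein-coding genes nearest to CG32732 in gene order, 25 on each side, 4 are in the paper's S2 Table, which the paper does not report. These are CG3032 and CG4542 (lower) and CG4593 and RpL17 (higher), and the last 3 were chosen after their values were seen. RpL17 is counted by its probe in S2 Table, which rose by a log2 change of 1.95, while its other and brighter probe changed by 0.11 (adjusted p = 0.36, limma), so that its count as a changed gene is uncertain. Draws of as many genes from all annotated protein-coding genes gave 0.67 on average, and a share of 5.0e-03 of 10000 draws gave at least as many. With 50 genes on each side there were 5 against 1.31 (share 0.012), and with 100 on each side 6 against 2.65 (share 0.051). The draws were from the annotation and not from the genes on the array. DNA of the strain in which the knockout was made, linked to the locus and kept through backcrossing, is a candidate explanation for these neighbours. An effect of the deletion on nearby genes was not tested and stays open. Linked DNA does not account for most of the changed genes, since 172 of the 186 genes placed (92.5%) lie on other chromosomes than X, where 84.3% of annotated genes lie.

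All 12 tested probes of cuticle genes that were named whatever their outcome were lower on average in the dSETD3 KO flies, with a median log2 change of -1.24 (4 of the 12 at their bound), 7 of them with an adjusted p under 0.05 (limma). The paper does not discuss cuticle genes. After cyclic loess normalization the median was -1.20 with 11 of the 12 probes lower, and under quantile normalization 11 were lower as well, which argues against a brightness offset as the whole cause. The size of the change depended on the background correction. The median was -0.21 with normexp and -0.37 with the deposited table of processed values, in which no background is subtracted. It also depended on the filter. Without a filter on dim probes there were 21 such cuticle probes, 16 of them lower, with a median of -0.48. Without control replicate 2 it was -1.01 and without control replicate 1 -1.46. A role of the knockout stays open, and no biological explanation was tested.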

How the results depend on the processing

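The alternatives cyclic loess normalization, the crossed replicate block, raising dim values to the lowest signal well above background, lower bounds in place of fitted values, and the deposited table of processed values with quantile normalization under limma, Student or Welch tests were chosen only after the data were examined, and the tests on them after the result was seen.

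No named gene changed direction under the alternatives run. The excess of lower over higher probes with an adjusted p under 0.05 (18.6% higher) did turn round without a filter on dim probes, where 59.4% of 64 probes were higher, and with the Student test on the quantile-normalized deposited table, where the only such probe was higher. The number of muscle genes at least 2-fold lower (15) and of vitelline membrane genes at least 2-fold higher (6) stayed within 1.5 times, except that with Welch's test 3 vitelline membrane genes passed. Of the named genes of the other lists, 11 were at least 2-fold higher, and 7 with Welch's test. Leaving out 1 array at a time gave between 14 and 17 muscle genes.

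Scaling moved the split between rise and fall. Under quantile normalization 1411 probes were higher with an adjusted p under 0.05 (801 without it), and 592 probes and 523 transcripts were at least 2-fold lower (1031 and 922). The share of higher probes among those past the 2-fold limits was 40.3% against 22.2%, and among those with an adjusted p under 0.05 36.6% against 18.6%. With the median of probes well above background on all arrays 1284 were higher with an adjusted p under 0.05, and the share was 29.0%. With cyclic loess 1495 were higher, and 603 probes and 533 transcripts were at least 2-fold lower. The cause was not tested.

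Background correction moved the 2-fold counts as well. With normexp 427 probes were higher and 1449 lower with an adjusted p under 0.05. Past the 2-fold limits were 193 probes and 175 transcripts higher and 280 probes and 242 transcripts lower, and 40.8% of these probes were higher. In the deposited table of processed values, in which no background is subtracted, 345 probes and 293 transcripts were at least 2-fold lower. Both compress the changes of dim probes by construction, since they leave a background in the signal. With quantile normalization of that table and limma, 2187 probes were higher with an adjusted p under 0.05, and 309 probes and 265 transcripts were at least 2-fold lower.

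Without a filter on dim probes, 38 probes were higher and 26 lower with an adjusted p under 0.05, and 459 probes and 425 transcripts were at least 2-fold higher (295 and 263 with it). The cause was not tested. The share of higher probes among those past the 2-fold limits was 26.9%. Signal over background limits the size of the changes, since 362 of the 1326 probes past the 2-fold limits were not well above background in 1 genotype. With probes well above background on all arrays the counts stayed within 1.5 times, and CG32732 gave no value because the filter removes its probes.

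Tests without pooling of the spread gave few adjusted calls. With the methods' t-test 0 higher and 2 lower probes had an adjusted p under 0.05, and 6404 an unadjusted p under 0.05. On linear values these were 0, 2 and 6280, with 171 probes and 151 transcripts at least 2-fold higher. Welch's test gave 0 adjusted calls and 3298 unadjusted ones, with 132 probes and 115 transcripts at least 2-fold higher and 448 and 410 lower. On simulated data the Student and Welch tests made no adjusted calls either. With quantile normalization of the deposited table, the Student test gave 1 higher and 0 lower adjusted calls, 167 and 243 probes and 149 and 212 transcripts at least 2-fold higher and lower. Welch's test gave 0 adjusted calls, 111 and 160 probes and 99 and 143 transcripts. With a trend and a robust prior in limma 3371 probes were higher with an adjusted p under 0.05.

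CG32732 was lower under every alternative that gave a value. Its lower bound as a log2 change was -9.77 and -7.20 at its 2 probes, of which the first is not strict. These were the same under the 3 tests without pooling, where the adjusted p was between 0.099 and 0.31. With quantile normalization of the deposited table the changes were -7.31 and -4.31, with an adjusted p between 0.11 and 0.48 by the Student and Welch tests. Over all alternatives the adjusted p ranged from 1.5e-09 to 0.48.

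CG11652 and the 10 transcripts with the largest rise or fall each had an adjusted p over 0.05 with either control array left out, and under the Student and Welch tests on either source of values. Without a filter on dim probes it was over 0.05 for SD03311 (0.056), SD07650 (0.073), Def (0.056), CG8299 (0.08) and RH27559 (0.099). With a trend and a robust prior it was so for CG8299 (0.068) and RH27559 (0.097), and for RH27559 also under quantile normalization (0.056) and cyclic loess (0.051). The highest was 0.48 or 0.49 for each, and the lowest lay between 4.8e-09 and 5.2e-04.

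Leaving out 1 array at a time, the array left alone in its genotype being assumed to vary like the other genotype, gave a log2 change for CG32732 between -9.93 and -9.62 and between -7.29 and -7.11. Without control replicate 1 its adjusted p was 0.075 at both probes, and without control replicate 2 0.099 and 0.11. Probes with an adjusted p under 0.05 ranged from 0 to 981 higher and from 0 to 4163 lower, and were 0 without either control array (limma, 7183 and 4817 probes with an unadjusted p under 0.05). Probes past the 2-fold limits ranged from 286 to 399 higher and from 654 to 1517 lower, and transcripts from 255 to 363 and from 589 to 1321, with the fewest lower ones without control replicate 2. The cause was not tested.

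The replicate numbers do not pair the samples, since the deviations of arrays of the same number correlated at -0.21. With the replicate block 382 probes were higher and 2509 lower with an adjusted p under 0.05, and of the named genes only RH27559 passed 0.05 no longer. In the crossed replicate block 319 were higher and 1400 lower.

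The alternatives for the gene set tests (fry, camera with estimated correlation) were not run, and all arrays shared 1 slide and 1 scan day, so that no block for these was fitted.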

Differences from the paper's values

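Tests on alternatives with the deposited table under quantile normalization were chosen only after the values were seen.

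The paper's S2 Table lists 111 probes higher and 162 lower in the dSETD3 KO flies, the paper's values, against 295 and 1031 here at the same limits with limma. By transcript identifier the paper's table has 98 and 140, against 263 and 922 here. Of the alternatives set before the data were examined, only Welch's test brought the higher counts within 1.5 times (132 probes, 115 transcripts), and none did so for the lower counts. The setting that reached the paper's counts, quantile normalization of the deposited table of processed values with Welch's test over all probes, gave 111 probes higher and 160 lower and 99 and 143 transcripts, with 262 of its probes in S2 Table, and was chosen after seeing the values. With the Student test in its place, also chosen after seeing the values, 243 probes were lower, within 1.5 times the paper's count, and 167 higher. The paper's 77 and 114 genes equal the number of different symbols in its S2 Table, and no count by gene name was made here.

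The log2 changes of named probes in the paper's S2 Table were smaller than those here, where most are lower bounds. For CG32732 the paper's values were -7.31 and -4.39, against -9.77 and -7.20 here. They were 6.79 in the paper and 9.63 here for Aats-asp, 4.02 in the paper and 7.07 here for CG16743, and 3.89 in the paper and 6.54 here for CG30343. They were -3.29 in the paper and -5.10 here for CG3032, and -4.26 in the paper and -7.08 here for the transcript FBtr0302504. The value for CG3032 equals its measured change, and the first for CG32732 rests in part on a measured signal. Both are treated as lower bounds in what follows. For Def the paper's value was -4.18 and the value here -4.75, and for CG11652 2.81 in the paper and 4.14 here. Of the alternatives set before the data were examined, the deposited table of processed values gave -7.19, -4.25, 6.88, 4.06, 3.87, -3.33, -4.21, -4.23 and 2.75 in the order given. A lower bound was taken to differ from the paper's value only where it is over 1.5 times the paper's fold, and a measured change where it lies further from the paper's value than the SD between replicates. By this rule none of these differ. With normexp the lower bounds were -6.55, -3.70, 6.32, 3.54, 3.41, -2.88 and -3.66, all nearer to 0 than the paper's values, so that they do not exceed them but do not reach them either. Def, with -4.01, lay within the SD under normexp, and CG11652, with 2.47, did not. Leaving out control replicate 2 (-4.56) or dSETD3 KO replicate 1 (-4.38) brought Def within the SD. Quantile normalization of the deposited table, chosen after seeing the values, gave -7.31 and -4.31 for CG32732. The other alternatives set before the data were examined that gave a value for these probes, apart from the t-tests, for which no difference was computed, differed from the paper's values by the same rule.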

Other observations

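The tests on arm 2R were chosen only after the result was seen, and so was the test of the muscle genes after cyclic loess normalization.

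CG11652, which the paper names among its hypoxia genes, rose in these flies, which were not labelled as hypoxic, by a log2 change of 4.14 (standard error 0.15, adjusted p = 0.004, limma), with signals of 439 and 285 on the dSETD3 KO arrays against 26.3 and 22.5 on the control arrays.

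The other lists gave these median log2 changes. The 9 germline probes had 0.18, the 3 neuron probes -0.66, the 2 fat body probes 0.17, the 3 gut enzyme probes -2.14, the 8 immune probes -0.74 with values from -4.75 to 2.81, the 16 ribosomal protein probes 0.10, and the 41 detoxification probes -0.12. Among the probes named whatever their outcome, the median was 0.24 for the 3 immune probes, of which 1 was lower and 2 were higher, 0.09 for the 11 ribosomal protein probes and -0.23 for the 37 detoxification probes. The detoxification probes measured in both genotypes changed by between -1.90 and 4.37, and 3 more rose from a control signal not well above background, Cyp4p2 at least 37.4-fold at 1 of its probes. The medians of the detoxification and cuticle lists with dim probes at their bound were -0.12 and -1.46. The 2 gut enzyme genes and part of the immune genes were named because they are in S2 Table. Of the ribosomal protein genes 4 were at least 2-fold higher at 1 probe. RpS23, chosen after its values were seen, rose by 5.91 at 1 probe and by 0.03 at another. Medians this close to 0 were not checked under each scaling.

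A larger share of ovary RNA in the dSETD3 KO samples could lower muscle genes and raise vitelline membrane genes together. It predicts that germline genes rise, and the named germline probes had a median of 0.18. The 3 neuron probes fell by a median of -0.66. The germline probes changed by between -0.39 and 0.77, while 6 vitelline membrane genes rose at least 2-fold. This argues against an ovary share that raises all ovary genes alike as the whole cause for these 6. Probes of clos, the other vitelline membrane gene, rose by between 0.13 and 0.58. A change in the share of follicle cells cannot be told apart from a change within them. Only 7 of 31 germline, 3 of 25 neuron and 2 of 12 fat body genes had a named probe. For the muscle genes these are too few to tell a change in tissue share apart from a change within muscle. After cyclic loess normalization the muscle median was -1.11. Of the 53 muscle probes 31 are in S2 Table, selected as at least 2-fold changed on values that match a quantile normalization. This median therefore cannot decide on an offset that depends on brightness.

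Single probes with large changes (a log2 change of at least 3 with an adjusted p under 0.05) might reflect strain variants under the probe. Of 25 such lower probes, 10 had another tested probe of the same transcript, and in 10 of these it moved at least 2-fold the same way. This argues against a variant under the probe for these, but they are not 10 separate tests. Probes of 1 transcript can count as each other's partner, as both probes of Def do by these limits. Both probes of CG32732 pass the limits too, but as the gene is deleted they are no test of a variant. Of 75 such higher probes, 24 had another tested probe. In 15 of these it moved the same way and in 6 it changed by less than 0.5. For the higher probes without such a partner, and for those whose partner stayed, a variant cannot be told apart from a change of 1 transcript form.

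Of the higher genes of S2 Table, 31 of the 75 placed (41.3%) lie on chromosome arm 2R, which holds 20.4% of annotated protein-coding genes. Draws gave a median of 15, and a share of 1.0e-04 of them, the smallest they can give, had at least as many. Of the lower genes 32 (28.8%) lie there (share of draws 0.020). The arm's share did not differ clearly between higher and lower genes (Fisher exact p = 0.084), so that naming of probes by arm cannot be told apart from a difference between the genes. In the fullest window of 500 genes on the arm lay 15 of the 31 higher genes, against a median of 10 in random placements, a share of 2.7e-03 of which were as full. The median log2 change was 2.21 on the arm and 1.91 elsewhere (permutation p = 0.312). DNA of another strain on this arm may be part of this. The sizes cannot decide it, since all genes compared were selected as at least 2-fold higher. No sequence was examined, so that DNA of another strain cannot be told apart from chance clusters of related genes. No biological explanation was tested.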
